A study of Rattus norvegicus with 12 samples. Its data were reported in "An RBPMS-driven splicing regulatory axis including MBNL1, RBFOX2, and QK promotes smooth muscle cell contractile identity" (2025).

How the data were processed

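Total RNA from rat PAC1 cells was sequenced after reverse transfection with 90 pmol of a control siRNA or of an siRNA against RBPMS, RBFOX2 or QKI, a repeat transfection after 24 h and harvest 48 h later, per the labels. The study gives a later second transfection and harvest for this experiment, and the difference from the labels was not resolved. Libraries were made by poly(A) selection with a strand-specific kit and sequenced as paired ends. Groups and replicate numbers were taken from the sample titles, which gave 4 groups of 3 libraries, and every column of the deposited tables matched 1 library. The group called control received the negative control siRNA that the study names C2.

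The authors deposited a table of raw counts per gene for 33294 gene symbols and a table of normalised abundances for 22320 of them. Per the study's methods, reads were aligned with STAR to the rat assembly mRatBN7.2 and the counts were made by the authors with featureCounts and a RefSeq annotation, followed by a noise filter with noisyR and quantile normalisation. How reads that match several genes or overlapping genes were handled, and whether counting used strand, is not stated, so values of close paralogues, such as Rbpms and Rbpms2, the Mbnl genes, or Acta2 and the other actins, are uncertain to the extent that the counting split or dropped shared reads. The normalised signal deposited by the authors was reproduced from the counts by adding 5 to each value and replacing ranks by quantile means over the 12 libraries, with a largest difference of 3.38e-09. The addition of 5 shrinks the fold changes of genes with few counts. The 10974 genes left out of that table had at most 10 counts in any library and held 0.00176% of all counts. No row of the count table lacked a gene name.

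The counts do not follow the depth that single counting of fragments would give. Of the values from 1 to 19, 68.1% were even, against 50.9% of values above 1000, and 17969 values were 2 while 6318 were 1. The tables were used as deposited, and a fit on halved counts was added to test the effect. Totals of 111 to 152 M counts per library set the precision of single genes, and the intervals implied by these counts would cover counting error only. A group with 3 counts or fewer in each library was treated as being at the floor.

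Gene symbols were used as the count table gives them. Of these, 81.0% occur in a RefSeq gene table of the assembly GRCr8, which differs from the authors' build, so no coordinates are given. QKI is listed as Qk. The genome sequence, and with it GC content, was not used here. Splicing was not analysed here.

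Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as factor, which left 18438 genes holding 99.99% of counts. Libraries were scaled by TMM, dispersions were estimated over all 12 libraries with 1 coefficient per group (common dispersion 0.00241), and each knockdown was compared with control by glmQLFit and glmQLFTest, two-sided. All 4 groups entered a single fit because they came from 1 experiment and share the estimate of spread. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene counted as changed at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the study's methods. The SE of a log2 fold change was its absolute value divided by the square root of the F statistic. Levels are CPM (counts scaled to the TMM-adjusted library total) with the SD of 3 libraries. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the adjusted p rest on the model.

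Sets of genes were tested with camera of limma 3.58.1 on voom values, with the inter-gene correlation estimated from the residuals and adjustment over 15 tests (5 lists in 3 knockdowns). The lists held contractile markers, proliferation genes, matrix and synthetic genes, interferon response genes and cholesterol synthesis genes. Of the interferon list 20 of 22 genes were tested and of the cholesterol list 19 of 20. A list of aryl hydrocarbon receptor targets was written after the data were examined.

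The genes named in the text were chosen by a rule written before the data were examined. It takes the siRNA targets, their paralogues and the Mbnl genes, the contractile list and Mki67, for each knockdown the 3 largest rises and 3 largest falls among changed genes with a mean of at least 5 CPM, libraries that do not overlap with control and a symbol that is not a placeholder, and the 3 genes that rose and the 3 that fell in all knockdowns with the largest minimum change.

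Replicates were compared before averaging. Over genes with at least 40 counts in a pair, the chi-square per degree of freedom of the 12 pairs within groups lay between 4.64 and 57.8, so no pair was a duplicate within sampling noise. RBPMS-KD 2 gave 57.8 and 45.6 against RBPMS-KD 1 and RBPMS-KD 3, which gave 9.27 against each other. The highest value in the other groups was 21.5, for control 2 and control 3. Labels give no sequencing batch.

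To allow for the control libraries that the 3 comparisons share, counts for 12 unchanged libraries were drawn 20 times from the control means, the library totals and the gene-wise dispersions, and correlations and overlaps were computed in the same way. To cover genes that change, 20 further sets of libraries were drawn with the log2 fold changes of each knockdown shuffled independently among genes within 20 bins of mean level. For genes that set the control apart, the share with a difference over 2-fold at an adjusted p under 0.05 in a direct comparison of 2 knockdowns was set against that of the other tested genes in the same level bins. The scripts were tested on simulated counts with 200 genes changed 4-fold in RBPMS knockdown. Over 17726 genes tested, the edgeR fit recovered 94.0% of the changed genes with 1 false call, and DESeq2, run on 18438 genes, recovered 93.0% with 1 false call. Camera gave p 6.12e-09 for a simulated list of 20 shifted genes, and 0 of 20 unchanged lists had p under 0.05.

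Alternatives chosen before the data were examined were DESeq2 1.42.0, RLE size factors, library totals only, no filter, a filter on a mean of at least 10 counts, the 6 libraries of a comparison alone, the replicate number as a block, libraries thinned to the smallest total, limma on log2 of the normalised table plus 1 or 0.1, an adjusted p alone, glmTreat, and leaving out each library in turn. For lists they were the preset correlation of 0.01, fry, the block, RLE size factors, no filter and leaving out each library. Halved counts and a filter on a mean of at least 200 counts were chosen after seeing the data, the filter after its counts had been seen to lie near a value the study reports.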

Results

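RNA abundance was measured in PAC1 cells, a rat smooth muscle line derived from pulmonary artery, after siRNA depletion of 3 splicing regulators. RBPMS is an RNA-binding protein enriched in smooth muscle, while RBFOX2 and QKI (gene symbol Qk in the count table) are more widely expressed RNA-binding proteins. The data comprise 12 poly(A)-selected RNA-seq libraries in 4 groups of 3, which received a control siRNA or an siRNA against RBPMS, RBFOX2 or QKI. Per the sample labels, cells were transfected with 90 pmol of siRNA, transfected again after 24 h and harvested 48 h later, whereas the study describes longer intervals for this experiment. Library totals ranged from 111 to 152 M counts, with a mean of 138 ± 14.1 M (SD, n = 3) in control, 123 ± 17.2 M in RBPMS knockdown, 135 ± 2.37 M in RBFOX2 knockdown and 121 ± 11.03 M in QKI knockdown. Control 2 was the deepest library and QKI-KD 2 the shallowest. The 10 most abundant genes of a library held between 6.53% and 7.69% of its counts. Within groups, log2 CPM (counts scaled to the TMM-adjusted library total) correlated across genes with Pearson's r between 0.993 and 0.995. The most similar replicate pair still differed by more than sampling noise, as did every other pair. RBPMS-KD 2 lay furthest from its replicates, with a chi-square per degree of freedom of 57.8 and 45.6 against RBPMS-KD 1 and RBPMS-KD 3. The first 3 principal components of log2 CPM held 40.8%, 23.4% and 14.1% of the variance, and differences between groups made up 99.9%, 99.7% and 99.4% of them.

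The siRNA targets were examined first, because their levels check the labels of the libraries. Rbpms was present at 40.7 ± 2.60 CPM (SD, n = 3) in control and 7.21 ± 0.301 CPM in RBPMS knockdown, a log2 fold change of −2.50 (SE 0.065, edgeR quasi-likelihood adjusted p 7.28e-15). Rbfox2 was at 154 ± 4.37 CPM in control and 37.3 ± 0.943 CPM in RBFOX2 knockdown, a log2 fold change of −2.05 (SE 0.044, adjusted p 3.36e-16). Qk was at 233 ± 7.04 CPM in control and 26.6 ± 0.649 CPM in QKI knockdown, a log2 fold change of −3.13 (SE 0.040, adjusted p 3.22e-19). All 3 libraries of each knockdown lay below all 3 control libraries for the targeted gene. The alternative that moved a target most was the authors' quantile-normalised table, in which the log2 fold change of Qk was −3.03 with a pseudocount of 1. Among the 10707 tested genes with a mean of at least 5 CPM, 3 genes fell more than Rbpms in RBPMS knockdown, 28 fell more than Rbfox2 in RBFOX2 knockdown and 21 fell more than Qk in QKI knockdown.

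**Figure D1:**
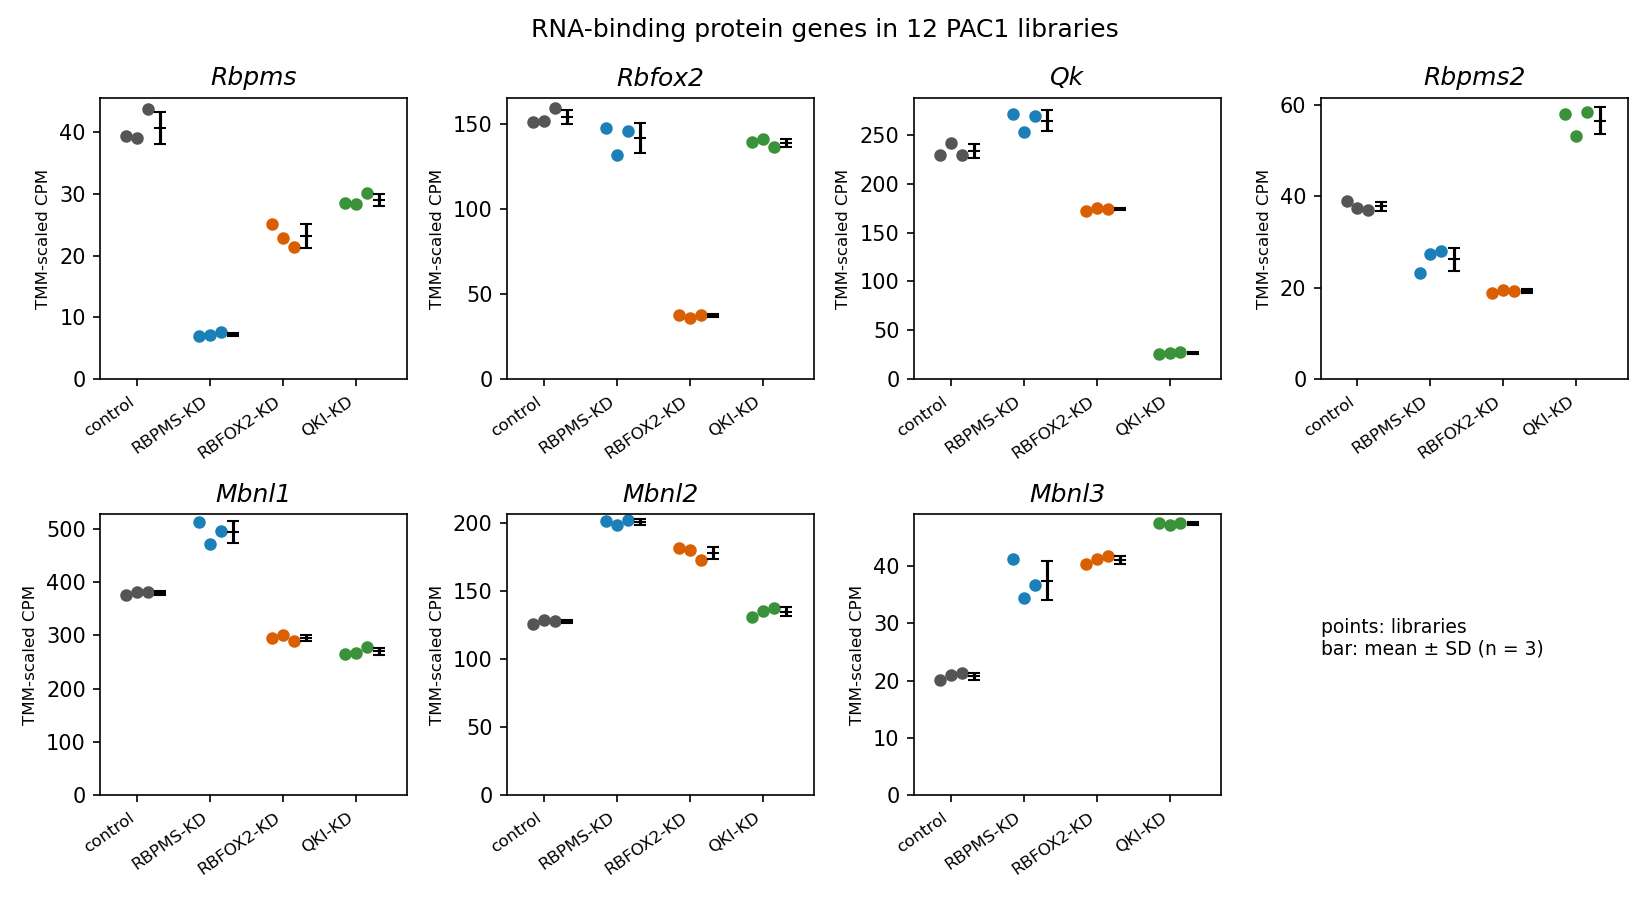
TMM-scaled CPM (vertical axes) of 7 genes for RNA-binding proteins in the 12 libraries, with 1 point per library and a bar for the mean ± SD of each group (n = 3). Each siRNA target is lowest in its own knockdown, Rbpms is also lower than control in the other knockdowns, and Mbnl1 is above control only in RBPMS knockdown.

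The 3 regulators were depleted in parallel to compare their effects, so the levels of each in the other knockdowns were compared as well. Rbpms was at 23.1 ± 1.90 CPM in RBFOX2 knockdown, a log2 fold change of −0.81 (SE 0.058, adjusted p 2.10e-09), and at 29.0 ± 0.957 CPM in QKI knockdown, a log2 fold change of −0.49 (SE 0.058, adjusted p 9.32e-07). Qk was lower in RBFOX2 knockdown at 174 ± 1.32 CPM, a log2 fold change of −0.42 (SE 0.036, adjusted p 1.70e-08), and higher in RBPMS knockdown at 265 ± 10.6 CPM, a log2 fold change of 0.18 (SE 0.036, adjusted p 2.97e-04). Rbfox2 changed least, with log2 fold changes of −0.12 in RBPMS knockdown and −0.15 in QKI knockdown (adjusted p 0.0193 and 0.00428), and the second was lost with library totals only (−0.06). The change of Rbfox2 in RBPMS knockdown was no longer past the threshold without control 3 (−0.10) or without RBPMS-KD 2 (−0.07), nor in the fit of the 6 libraries of that comparison alone (−0.12, adjusted p 0.0730).

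The paralogue Rbpms2, at 37.8 ± 0.960 CPM in control, fell to 26.2 ± 2.57 CPM in RBPMS knockdown and 19.3 ± 0.362 CPM in RBFOX2 knockdown but reached 56.6 ± 2.91 CPM in QKI knockdown. The log2 fold changes were −0.53 (SE 0.058), −0.97 (SE 0.059) and 0.58 (SE 0.057), with adjusted p of 5.11e-07, 2.09e-10 and 7.52e-08. Mbnl1, which encodes another splicing regulator, was at 380 ± 3.40 CPM in control. It rose in RBPMS knockdown to 494 ± 20.8 CPM (log2 fold change 0.38, SE 0.035, adjusted p 5.52e-08), and fell in RBFOX2 knockdown to 295 ± 5.38 CPM (−0.36, SE 0.035, adjusted p 8.48e-08) and in QKI knockdown to 270 ± 7.27 CPM (−0.49, SE 0.035, adjusted p 1.11e-09). Mbnl3 rose in the 3 knockdowns, by log2 fold changes of 0.85, 0.98 and 1.19 in RBPMS, RBFOX2 and QKI knockdown. Mbnl2 rose by 0.65 in RBPMS knockdown and 0.48 in RBFOX2 knockdown, and its change of 0.08 in QKI knockdown (adjusted p 0.0344) lost significance in 5 of the 6 fits that left out 1 library. These directions were the same with RLE size factors, with library totals and in the authors' normalised table. Rbfox1 had between 4 and 18 counts per library, and its log2 fold change of 1.13 in RBFOX2 knockdown (SE 0.44, adjusted p 0.0340) was not past the threshold with DESeq2. Rbfox3 had 20 counts over the 12 libraries, with 10 of the 12 at or under 3 counts, and was not tested.

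Genes were counted as changed against control at an adjusted p under 0.05 and an absolute log2 fold change above 1. By edgeR's quasi-likelihood test over 18438 genes, 1781 genes (9.66%) changed in RBPMS knockdown, of which 952 were higher and 829 lower. In RBFOX2 knockdown 2156 genes changed (11.7%), 1283 higher and 873 lower. QKI knockdown had the largest number in this fit, with 3231 genes (17.5%), of which 1527 were higher and 1704 lower, a share of 47.3% higher that became 54.4% with library totals only. With a filter on a mean of at least 200 counts the share higher was 34.1% in QKI knockdown and 50.5% in RBFOX2 knockdown, so the balance of directions varied with the genes tested. At an adjusted p under 0.05 alone, 10946, 11113 and 12336 genes differed, with median absolute log2 fold changes of 0.43, 0.46 and 0.57, which moved the counts most among the alternatives. The test against an absolute log2 fold change of 1 (glmTreat) left 603, 819 and 1704 genes, of which 41.1% were higher in QKI knockdown. The counts contained many genes with few reads, since 731, 889 and 1156 of the changed genes had a mean under 50 counts per library, while 686, 855 and 1507 had a mean of at least 200 counts.

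**Figure D2:**
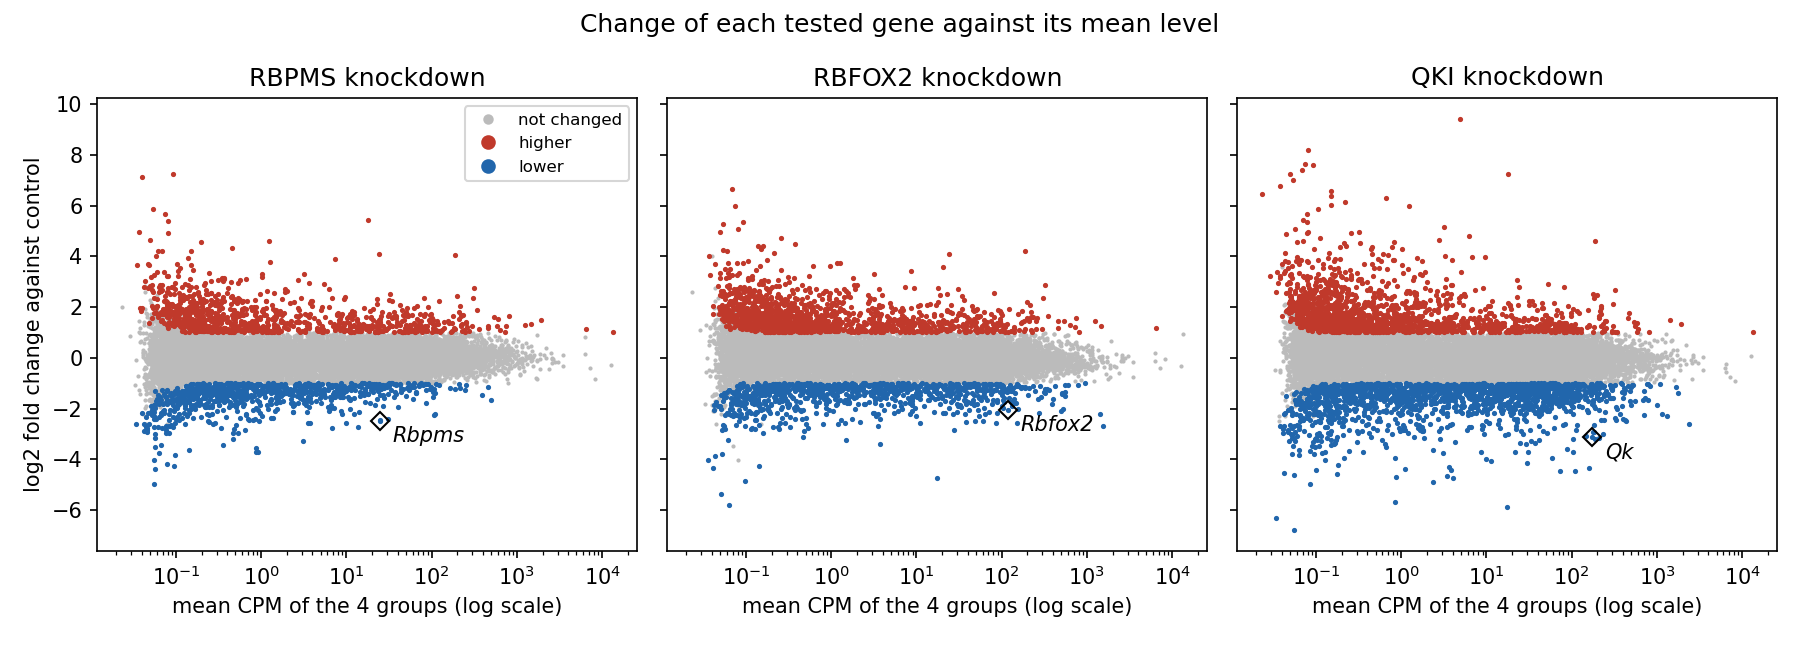
Log2 fold change against control (vertical axis) and mean CPM of the 4 groups on a log scale (horizontal axis) for the 18438 tested genes in each knockdown, with changed genes in red (higher) and blue (lower) and the siRNA target as a diamond. Changed genes are found over the whole range of levels, with the widest spread at low CPM, and number 1781, 2156 and 3231 in RBPMS, RBFOX2 and QKI knockdown.

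The genes with the largest changes were taken from those with a mean of at least 5 CPM whose libraries did not overlap with control. In RBPMS knockdown, the largest falls were those of Islr (log2 fold change −2.77, SE 0.12), Ephx1 (−2.71, SE 0.095) and Hgf (−2.59, SE 0.091), with edgeR adjusted p of 6.35e-12, 3.20e-13 and 3.20e-13. The largest rises were those of Cyp1a1 (5.44, SE 0.27), Aldh3a1 (4.07, SE 0.12) and Il1rl1 (4.04, SE 0.078), with adjusted p of 2.96e-11, 4.36e-14 and 2.85e-16. Cyp1a1 had 30, 104 and 12 counts in control 1, 2 and 3, so its fold changes are imprecise. Its log2 fold change in RBPMS knockdown ran from 4.98 to 6.57 in fits that left out 1 library, the highest without control 2.

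In RBFOX2 knockdown, the largest falls were those of Sspn, from 37.1 ± 1.69 CPM to 1.40 ± 0.163 CPM (log2 fold change −4.73, SE 0.092, adjusted p 1.27e-16), Ak4 (−2.86, SE 0.048, adjusted p 3.29e-17) and Itgb1 (−2.68, SE 0.031, adjusted p 6.90e-19). Itgb1, the gene for integrin beta 1, was at 2147 ± 28.3 CPM in control and 335 ± 6.99 CPM in RBFOX2 knockdown. Its log2 fold changes in RBPMS and QKI knockdown were −0.33 (SE 0.029) and −0.13 (SE 0.029). The largest rises were those of Il1rl1 (4.22, SE 0.078), Aldh3a1 (4.07, SE 0.12) and Smpd3 (3.60, SE 0.13), with adjusted p of 8.65e-17, 2.00e-14 and 2.72e-13.

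In QKI knockdown, Sspn again fell most, to 0.635 ± 0.155 CPM (log2 fold change −5.87, SE 0.10, adjusted p 1.91e-17), followed by Gucy1b1, from 261 ± 40.01 CPM to 11.8 ± 0.713 CPM (−4.47, SE 0.091, adjusted p 9.72e-17), and Igfbp7, from 128 ± 12.9 CPM to 5.82 ± 0.559 CPM (−4.46, SE 0.087, adjusted p 6.15e-17). The largest rises were those of Cyp1a1 (7.24, SE 0.26), Il1rl2 (4.79, SE 0.13) and Il1rl1 (4.59, SE 0.079), with adjusted p of 1.40e-13, 4.71e-15 and 1.30e-17. The log2 fold change of Cyp1a1 ran from 6.77 to 8.36 in fits that left out 1 library, the highest without control 2. In RBPMS knockdown, Sspn had a log2 fold change of −0.25 (SE 0.069).

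The knockdowns were next compared in pairs to ask how far their effects were shared. Of the genes changed in both RBPMS and RBFOX2 knockdown, 869 of 881 (98.6%) changed the same way, 552 higher and 317 lower. For RBPMS and QKI knockdown the number was 964 of 993 (97.1%), with 576 higher and 388 lower, and for RBFOX2 and QKI knockdown 815 of 917 (88.9%), with 541 higher and 274 lower. The share higher in this last pair, 66.4%, ranged over the alternatives from 48.3% at an adjusted p alone to 73.6% with library totals only. Independent sets of the same sizes would share 105, 155 and 187 genes with the same direction. All 3 comparisons use the same control libraries, and 20 simulations of unchanged groups against shared controls gave no changed gene in common, which concerns genes that do not change. In 20 further simulations, the changes of each knockdown were shuffled among genes of similar level against shared controls, and at most 296, 374 and 439 genes then changed the same way. The shared genes were 48.8% of those changed in RBPMS knockdown for the pair with RBFOX2 and 54.1% for the pair with QKI. Across all tested genes, which are not independent replicates, log2 fold changes correlated with Pearson's r of 0.63, 0.59 and 0.40 and Spearman's rho of 0.56, 0.54 and 0.35 for RBPMS and RBFOX2, RBPMS and QKI, and RBFOX2 and QKI. The simulated unchanged groups gave a mean r of 0.49, 0.49 and 0.49 and a mean rho of 0.43, 0.43 and 0.43 from the shared controls alone, so the first 2 pairs lay above that value and the third below it. These values hold for groups in which no gene changes, and no r was taken from the simulations with shuffled changes. The lower r of the third pair therefore does not show less agreement than chance.

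**Figure D3:**
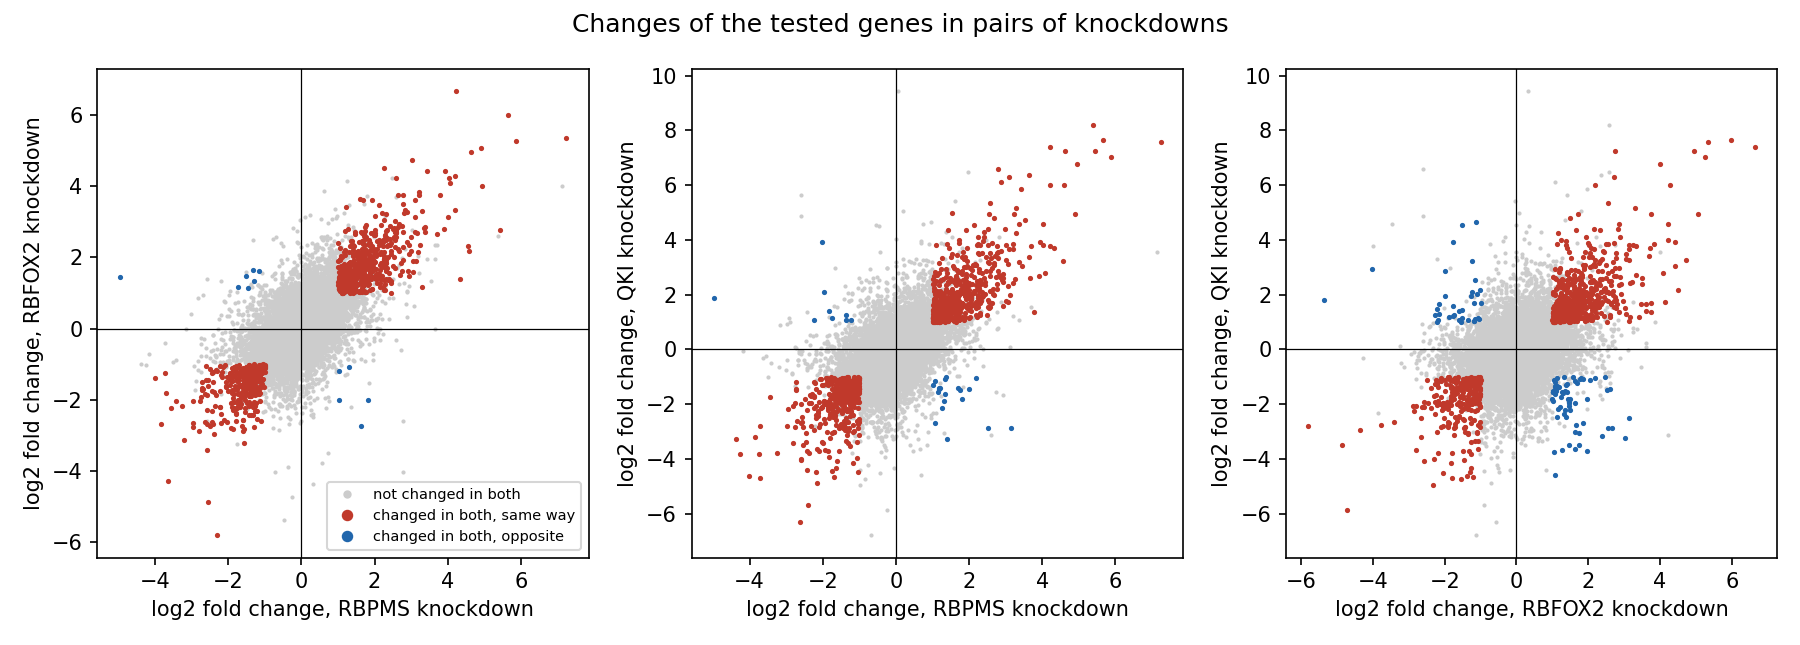
Log2 fold changes against control of the 18438 tested genes in pairs of knockdowns (1 knockdown per axis), with genes changed in both the same way in red and in opposite directions in blue. Red genes number 869, 964 and 815 in the panels from left to right, and blue genes 12, 29 and 102.

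Some genes changed the same way in all 3 knockdowns. Ranked by the smallest of the 3 changes, the genes that rose most were Il1rl1, Aldh3a1 and Cyp1a1. Il1rl1 went from 12.4 ± 0.155 CPM in control to 204 ± 5.33, 231 ± 9.33 and 298 ± 41.4 CPM in RBPMS, RBFOX2 and QKI knockdown. Aldh3a1 went from 2.32 ± 0.245 CPM to 39.0 ± 6.84, 39.1 ± 1.81 and 16.0 ± 1.53 CPM. Cyp1a1 was at 0.344 ± 0.317 CPM in control and 15.5 ± 2.67, 2.41 ± 0.381 and 53.9 ± 6.34 CPM in the knockdowns. Its log2 fold change in RBFOX2 knockdown was 2.75. In fits that left out 1 library it ran from 2.29 to 3.88, the highest without control 2. The genes that fell most in all 3 were Hgf, with log2 fold changes of −2.59, −2.29 and −4.01, Islr, with −2.77, −2.04 and −1.95, and Dact1, with −1.90, −2.21 and −3.003. The SE of these 9 values lay between 0.088 and 0.12, and the highest of their adjusted p was 9.84e-11.

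Lists of genes fixed before the data were examined addressed the differentiated smooth muscle phenotype and known side effects of transfection. The control libraries were transfected as well. The interferon and cholesterol lists can therefore show only differences between siRNAs, not a response that all libraries share. The contractile list holds 8 markers that the study names, so a count over it is not independent evidence. Acta2, at 990 ± 16.3 CPM in control, was at 315 ± 13.9, 229 ± 20.2 and 444 ± 25.6 CPM in RBPMS, RBFOX2 and QKI knockdown, with log2 fold changes of −1.65, −2.11 and −1.16 (SE 0.056, 0.056 and 0.055) and adjusted p of 1.91e-13, 5.23e-15 and 4.57e-12. Myl9 (−1.23, −1.17 and −0.66), Cnn1 (−1.32, −2.41 and −0.47) and Mylk (−1.05, −0.73 and −1.53) also fell in the 3 knockdowns. Cnn1 and Mylk were at 6.43 and 4.18 CPM in control, so they rest on fewer counts than Acta2 or Myl9. Tagln fell by 0.40 and 1.06 on the log2 scale in RBPMS and RBFOX2 knockdown and did not differ in QKI knockdown (0.03, adjusted p 0.592), although the authors' normalised table gave a rise there of 0.20. Myh11 rose by 1.05 in RBFOX2 knockdown and 0.34 in RBPMS knockdown, and its change of 0.19 in QKI knockdown lost significance in 5 of the 6 fits that left out 1 library. Myocd rose by 0.78 in QKI knockdown (adjusted p 2.01e-09). In RBPMS knockdown Myocd changed by 0.16 (adjusted p 0.0249), a call lost with library totals only (0.12), in the normalised table (0.14) and in the fit of the 6 libraries alone (0.17), and in RBFOX2 knockdown by 0.04 (adjusted p 0.602). Smtn changed by −0.10, 0.18 and −0.46 in the 3 knockdowns, and the change of Smtn in RBPMS knockdown was not past the threshold in the fit of the 6 libraries alone (adjusted p 0.103). Counted over all genes tested, 8, 7 and 7 of the 8 markers passed an adjusted p under 0.05 in edgeR, and adjusted over the list alone the counts were 8, 7 and 7.

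**Figure D4:**
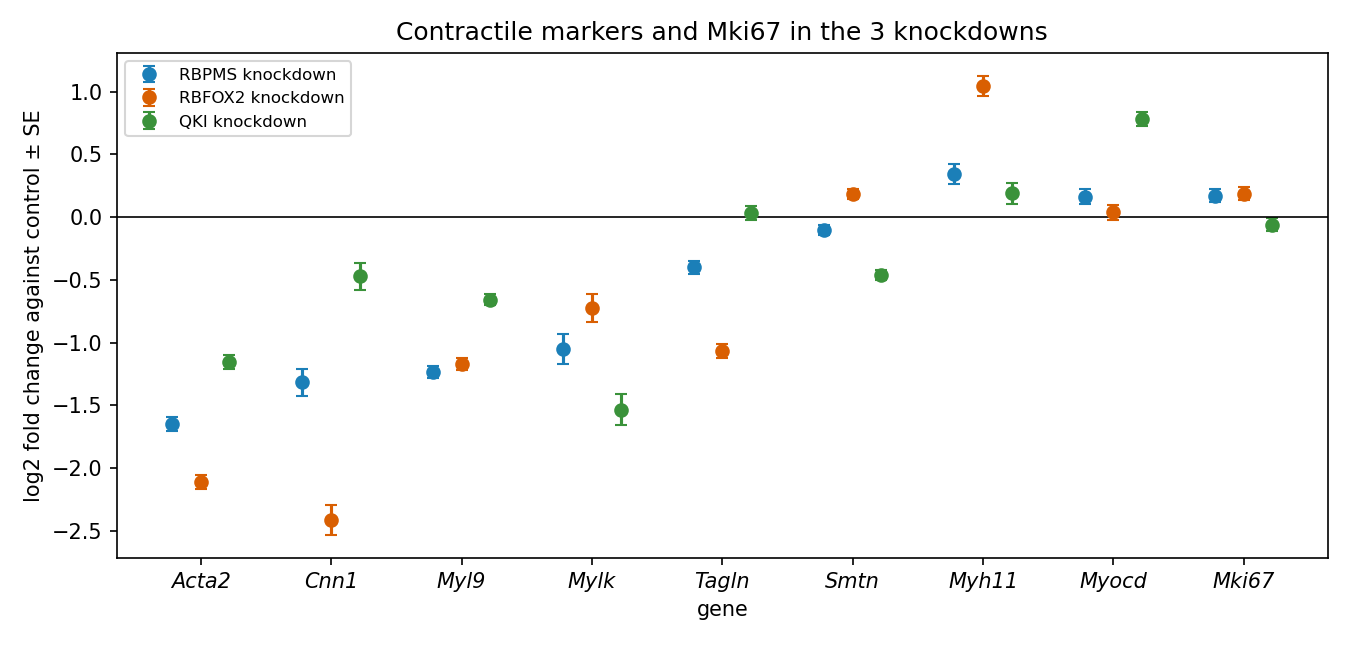
Log2 fold change against control ± SE (vertical axis) of the 8 contractile markers and Mki67 (horizontal axis) in the 3 knockdowns, 1 colour each. Acta2, Cnn1, Myl9 and Mylk lie below 0 in all 3 knockdowns, while Myh11 reaches 1.05 in RBFOX2 knockdown.

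As a set, the contractile list had median log2 fold changes of −0.72, −0.89 and −0.47, with 6, 5 and 5 of 8 genes lower. The camera test with an estimated inter-gene correlation gave p of 0.0944, 0.167 and 0.300, and 0.472, 0.565 and 0.733 after adjustment over the 15 list tests. The test thus did not set the list apart, which does not show that its 8 genes behaved like the others. Of the 8 markers 4, 5 and 2 counted as changed, against 9.66%, 11.7% and 17.5% of all genes tested. With a preset correlation of 0.01 the list passed in RBPMS knockdown (adjusted p 0.0295), and with fry, which asks whether the list changed at all, it passed in each knockdown.

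Proliferation was a phenotype measured in the study. Mki67 was at 425 ± 11.6 CPM in control and changed by log2 fold changes of 0.17, 0.19 and −0.06 in RBPMS, RBFOX2 and QKI knockdown (adjusted p 0.00936, 0.00546 and 0.338). The first call was lost in the authors' normalised table and without RBPMS-KD 1, and the direction of Mki67 in QKI knockdown was reversed with library totals only (0.027) and in the normalised table (0.040). The fit of the 6 libraries alone gave a fall past the threshold there (−0.063, adjusted p 0.0490), against adjusted p from 0.144 to 0.694 in the other alternatives. The proliferation list of 22 genes had a median log2 fold change of 0.33 in RBPMS knockdown, with 21 of 22 genes higher and 22 of 22 past an adjusted p under 0.05, both over all genes and adjusted over the list alone. The camera p was 0.00745 and the adjusted p 0.112, which did not pass, whereas the scaling with RLE size factors gave an adjusted p of 0.0469 and the fit with no filter 0.0449. Over that list's 5 alternatives other than leaving out a library, the adjusted p ranged from 3.41e-08 to 0.293. In RBFOX2 and QKI knockdown the medians were 0.066 and 0.0044, with 14 and 11 of 22 genes higher (camera p 0.440 and 0.774). The difference between knockdowns was not tested for the list.

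None of the 15 list tests passed an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. The matrix and synthetic list of 18 genes had medians of −0.15, 0.02 and −0.49 in RBPMS, RBFOX2 and QKI knockdown (camera p 0.893, 0.367 and 0.0874), with 16, 13 and 16 genes past an adjusted p under 0.05 over all genes and 16, 13 and 16 adjusted over the list alone. The interferon list, of which 20 genes were tested, had medians of 0.28, 0.73 and −0.17 (camera p 0.683, 0.188 and 0.862), with an estimated correlation between its genes of 0.44, 0.43 and 0.43. In RBFOX2 knockdown 19 of the 20 genes were higher, 17 passed an adjusted p under 0.05 over all genes and 18 adjusted over the list alone. The corresponding counts were 14 and 15 in RBPMS knockdown and 14 and 14 in QKI knockdown. The cholesterol synthesis list, with 19 genes tested, had medians of −0.0031, −0.09 and −0.10 (camera p 0.743, 0.401 and 0.846), with 10, 13 and 16 genes past the threshold by both adjustments. With the preset correlation, the contractile and proliferation lists in RBPMS knockdown and the interferon list in RBFOX2 knockdown passed, and all 3 also passed with fry, while none passed with the estimated correlation in the filtered, TMM-scaled fit.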

Values the study reported

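The study reported 735 genes with altered RNA abundance after RBPMS knockdown in this experiment, against 226 in its other RNA-seq experiment. It also reported that the differentiated PAC1 cells used here were less differentiated than those of the other experiment. The study stated that sequencing gave 56 to 93.8 M reads per sample, which were reduced to 55 M before alignment. In its proliferation assay, RBPMS and QK depletion raised proliferation 2.3- and 1.8-fold, and RBFOX2 depletion left it unaffected.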

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

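All tests of explanations in this part were chosen only after the results were seen. The scaling, thinning and leave-one-out settings that they reuse were among the alternatives chosen before the data were examined. The comparisons of knockdowns with each other covered 51 differences, namely those of 17 genes (the RNA-binding protein genes, contractile markers and Mki67) in 3 pairs of knockdowns, and 45 had an adjusted p under 0.05. Listed here are the 7 in which the gene was not a siRNA target of the pair and moved in opposite directions against control, with an adjusted p under 0.05 in both knockdowns and in the direct comparison of the knockdowns.

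Qk was higher in RBPMS than in RBFOX2 knockdown by a log2 fold change of 0.61 (SE 0.036). Mbnl1 was higher in RBPMS knockdown by 0.74 (SE 0.035) than in RBFOX2 knockdown and by 0.87 (SE 0.035) than in QKI knockdown. Rbpms2 differed by −1.11 (SE 0.058) between RBPMS and QKI knockdown and by −1.55 (SE 0.059) between RBFOX2 and QKI knockdown. Smtn differed by −0.28 (SE 0.039) between RBPMS and RBFOX2 knockdown and by 0.65 (SE 0.039) between RBFOX2 and QKI knockdown. The change of Smtn in RBPMS knockdown against control was small (−0.10), and its adjusted p rose above 0.05 without control 2, without control 3 or without RBPMS-KD 2 (−0.11, −0.08 and −0.06), and in the fit of the 6 libraries of that comparison alone (−0.10, edgeR adjusted p 0.103).

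Tables argue against several technical explanations as the whole cause. Under library totals and RLE size factors, 7 of the 7 differences kept opposite signs and an adjusted p under 0.05 in the direct comparison, which argues against library scaling. With libraries thinned to the smallest total, 7 of 7 did so, which argues against a difference in depth between libraries. In the 12 fits that each left out 1 library, 7 of 7 did so in every fit, which argues against one odd library. Reads shared with Rbpms would make Rbpms2 follow Rbpms, but Rbpms2 rose by 0.58 in QKI knockdown, where Rbpms fell by 0.49. That argues against shared reads for the rise only. Rbpms2 and Rbpms both fell in RBPMS knockdown (−0.53 and −2.50) and in RBFOX2 knockdown (−0.97 and −0.81). Shared reads are therefore not excluded for the falls of Rbpms2 there. Reads moving between Mbnl1, Mbnl2 and Mbnl3 would leave their sum unchanged. The summed CPM was 528 ± 5.08 (SD, n = 3) in control, 732 ± 25.7 in RBPMS knockdown, 514 ± 8.96 in RBFOX2 knockdown and 452 ± 10.1 in QKI knockdown. The log2 ratio of 0.70 between RBPMS and QKI knockdown argues against a mere shift of reads between the 3 genes. This covers the rise of Mbnl1 in the former and its fall in the latter. A real rise of Mbnl2 and Mbnl3, with some of their reads counted as Mbnl1, would also raise the sum in RBPMS knockdown. The sums therefore cannot exclude such shared reads for the rise of Mbnl1 there. For the fall in RBFOX2 knockdown they remain open, because Mbnl2 and Mbnl3 rose there and the sum changed by a log2 ratio of only −0.038, and such a shift of reads and real changes of the 3 genes cannot be told apart from these sums. Distinct effects of the 3 proteins on these genes remain open as a hypothesis, and so do effects of each siRNA on transcripts other than its target, which were not tested, since each protein was depleted in 1 group only.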

How the results depend on the processing

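The 3 siRNA targets kept their direction and significance under each of 12 alternatives and in the 6 fits per knockdown that left out 1 library. Rbpms ranged from −2.54 to −2.46, Rbfox2 from −2.06 to −1.99 and Qk from −3.15 to −3.03 on the log2 scale over the alternatives.

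Counts of changed genes in RBPMS, RBFOX2 and QKI knockdown moved by over 1.5 times under 3 alternatives. An adjusted p alone gave 10946, 11113 and 12336 genes and shared counts of 6685 (RBPMS and RBFOX2), 7045 (RBPMS and QKI) and 5913 (RBFOX2 and QKI), because it drops the fold limit. The glmTreat test, which is stricter, gave 603, 819 and 1704 genes and shared counts of 296, 340 and 280. A filter on a mean of at least 200 counts, chosen after its counts had been seen to lie near the value quoted from the study, gave 692, 840 and 1484 genes and shared counts of 340, 381 and 306, because fewer genes were tested. Its calls included 677, 822 and 1450 of those in the report. Under the other 11 alternatives the counts ranged within 1.5 times, and DESeq2 gave 1873, 2211 and 3343 genes, of which 1706, 2044 and 3122 were shared with edgeR. Halved counts, also chosen after seeing the data, gave 1586, 1906 and 2891 genes. Fits that left out 1 library gave 1624 to 1808, 2035 to 2118 and 3118 to 3228 genes. Library totals moved the median log2 fold change of all genes by less than 0.1 (to −0.04, 0.07 and 0.09) and the share of higher genes from 53.5%, 59.5% and 47.3% to 48.4%, 65.0% and 54.4%. In the normalised table with a pseudocount of 0.1, the share of higher genes among those shared by RBFOX2 and QKI knockdown was 56.3%, against 66.4%. It was 73.6% with library totals only and 48.3% at an adjusted p alone, where lower genes were the majority, as they were for RBPMS and QKI knockdown (49.8% higher, against 59.8%). The share of higher genes in RBPMS, RBFOX2 and QKI knockdown was 50.9%, 50.5% and 34.1% with the filter on 200 counts and 57.5%, 55.3% and 41.1% with glmTreat.

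None of the list tests in the report passed with the estimated correlation, where 1 of 15 had an unadjusted p under 0.05. With the preset correlation of 0.01, the contractile list (median −0.72) and the proliferation list (0.33) passed in RBPMS knockdown and the interferon list (0.73) in RBFOX2 knockdown. With fry, 10 of 15 passed, which were the contractile list in RBPMS, RBFOX2 and QKI knockdown (−0.72, −0.89 and −0.47), the proliferation list in RBPMS and RBFOX2 knockdown (0.33 and 0.066), the matrix and synthetic list in the 3 knockdowns (−0.15, 0.015 and −0.49), and the interferon and cholesterol lists in RBFOX2 knockdown (0.73 and −0.085). The medians are unchanged because these settings alter only the test. The proliferation list in RBPMS knockdown also passed with RLE size factors (median 0.32, adjusted p 0.0469) and with no filter (median 0.31, adjusted p 0.0449); the cause was not tested.

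Medians near 0 changed sign. The proliferation list in QKI knockdown was at −0.0093 with no filter and from −0.0065 to 0.011 in fits that left out 1 library, the cholesterol list in RBPMS knockdown from −0.019 to 0.029 and the matrix and synthetic list in RBFOX2 knockdown from −0.014 to 0.048. The interferon list in RBPMS knockdown was at 0.14 without RBPMS-KD 3 and 0.18 without control 2, and in QKI knockdown at −0.29 without control 3. The cholesterol list was at −0.061 in QKI knockdown without control 3 and −0.055 in RBFOX2 knockdown without control 1. No list call changed in a fit that left out 1 library.

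Among named genes, Mki67 in QKI knockdown was at 0.027 with library totals and 0.040 in the normalised table with either pseudocount, the reverse of its direction in the report, and Rbfox1 in QKI knockdown at 0.048 with library totals. In fits that left out 1 library, Rbfox1 in QKI knockdown ranged from −0.43 to 0.19 and Myocd in RBFOX2 knockdown from −0.0087 to 0.070; the cause was not tested. Other changes of named genes were 18 weaker and 3 stronger under the alternatives and 24 weaker in fits that left out 1 library. The fit of the 6 libraries of a comparison alone lost the calls of Rbfox2 (−0.12), Smtn (−0.10) and Myocd (0.17) in RBPMS knockdown and Myh11 (0.19) in QKI knockdown, and gave a call to Mki67 in QKI knockdown (−0.063). The other 2 stronger results were Tagln in QKI knockdown in the normalised table (0.20 with either pseudocount). The changes lost in fits that left out 1 library were those that were small or rested on few counts. Rbfox1 in RBFOX2 knockdown was at 1.00 without control 1, 1.27 without control 2, 1.13 without control 3, 1.11 without RBFOX2-KD 1 and 1.00 without RBFOX2-KD 3. Mbnl2 in QKI knockdown was at 0.07, 0.08 and 0.08 without control 1, 2 and 3, and at 0.08 and 0.07 without QKI-KD 2 and 3. Myh11 in QKI knockdown was at 0.21, 0.17 and 0.18 without control 1, 2 and 3, and at 0.22 and 0.08 without QKI-KD 1 and 3. Myocd in RBPMS knockdown was at 0.12 without control 2, 0.11 without RBPMS-KD 1 and 0.13 without RBPMS-KD 3. Rbfox2 in RBPMS knockdown was at −0.10 without control 3 and −0.07 without RBPMS-KD 2, and Mki67 at 0.11 without RBPMS-KD 1. Smtn in RBPMS knockdown was at −0.11, −0.08 and −0.06 without control 2, control 3 and RBPMS-KD 2.

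The replicate numbers showed no consistent pairing of the libraries. Correlations of deviations from the group means between same-numbered libraries ran from −0.40 to 0.27, with 5 of 18 over 0.1. Libraries with different numbers were not compared in this way, so a batch that does not follow the numbers was not examined. With the replicate number as a block, 1752, 2110 and 3203 genes changed in RBPMS, RBFOX2 and QKI knockdown and 855, 950 and 791 were shared by the pairs, and no list call changed. Rbfox1 in RBFOX2 knockdown, with at most 18 counts per library, was the only named gene whose call changed under the block.

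In the 10 splits of the 6 libraries of each comparison into 3 and 3, only the real split, 1 of 10, gave as many changed genes in RBPMS, RBFOX2 or QKI knockdown. Because 10 splits cannot give a share under 0.1, this cannot exclude chance by itself. For genes changed the same way, in fits of the 9 libraries of a pair, 1 of 30 drawn groupings gave as many in each pair, namely the real one. Every other grouping gave 0 such genes. Those groupings mix libraries of different groups, which adds the group differences to the spread. They therefore cannot decide whether the agreement between knockdowns is chance. As small a camera p was given by 1, 3 and 5 of 10 splits for the contractile list in RBPMS, RBFOX2 and QKI knockdown, by 1, 4 and 7 for the proliferation list, by 10, 3 and 1 for the matrix and synthetic list, by 6, 3 and 8 for the interferon list and by 10, 7 and 10 for the cholesterol list.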

Other observations

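The tests in this part were chosen only after the results were seen, except that of the variance of low counts. The library totals and leave-one-out settings that they reuse were among the alternatives chosen beforehand. The prediction for the simulations with shuffled changes was written before they were run.

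The number of genes changed in RBPMS knockdown was 1781. That is higher than the value quoted from the study above. With a filter on a mean of at least 200 counts the number was 692, but that filter was chosen after its counts had been seen to lie close to the quoted value, so the nearness is no independent evidence on how the values came to differ. Library totals were between 111 and 152 M counts. That is higher than the depths quoted from the study above.

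Counts were mostly even where they were low, with 68.1% even values from 1 to 19. A candidate explanation is that each mate of a read pair was counted separately. The variance over the mean of replicates would then be near 2, and near 1 otherwise, for genes with means from 5 to 20 counts. It was 2.52, 2.51, 2.23 and 2.38 in control, RBPMS, RBFOX2 and QKI knockdown, so the lowest of the 4 groups was at 2.23. Variation between replicates adds to this value, so it does not by itself exclude other causes. No biological explanation was tested, since the pattern is in every group. If mates were counted, the totals correspond to between 55.3 and 75.8 M read pairs, so a difference of unit may account for the gap to the initial depths quoted above, though not for unequal totals after a reduction to 1 common depth. The number of independent fragments would be smaller than the totals, and the fit on halved counts called 1586, 1906 and 2891 genes.

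The control group stood apart from all 3 knockdowns by 519 genes, which had an adjusted p under 0.05 and an absolute log2 fold change above 1 in the same direction in each comparison, 363 lower in control and 156 higher. By the same criterion, QKI knockdown stood apart from the other 3 groups by 1072 genes, RBFOX2 knockdown by 380 and RBPMS knockdown by 94. Among genes with a mean of at least 5 CPM the numbers were 151 for control, 398 for QKI knockdown, 112 for RBFOX2 knockdown and 7 for RBPMS knockdown. The 3 knockdowns lay within 1.5-fold of each other for 222 of the 519 genes and for 98 of the 151. Il1rl1 is the example with the largest minimum change. Chance values of the shared control libraries gave at most 90 such genes in 20 simulations in which the changes of each knockdown were shuffled among genes of similar level, which argues against chance as the whole cause. With library totals only, 488 of the 519 genes were found again in the same direction, which argues against library scaling, and in the fits that each left out 1 control library at least 412 were, which argues against one odd control library. Lower Rbpms in every knockdown would give smaller changes in QKI knockdown, where Rbpms fell by 0.49 on the log2 scale, than in RBPMS knockdown, where it fell by 2.50. Of the 151 genes, 60 changed more in QKI than in RBPMS knockdown (direct comparison, adjusted p under 0.05) and 42 changed less, which argues against Rbpms RNA as the whole cause. An effect of the control siRNA in the control alone would not make the knockdowns differ. Of the 519 genes, 154 (29.7%) differed over 2-fold between knockdowns and 365 did not, against 33.2% of tested genes of similar level, so the set differed no more than other genes and these differences exclude nothing. Such an effect, which could move the 519 genes in the control alone, and a shared response to the loss of each protein cannot be told apart, because the 12 libraries hold 1 control siRNA and no untransfected cells.

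Cyp1a1 and Aldh3a1, which encode drug-metabolising enzymes, rose in all 3 knockdowns. Aryl hydrocarbon receptor activity may explain such rises, and 7 other tested genes of its list were examined. Ahrr rose by 1.21, 0.78 and 0.68, Tiparp by 1.49, 1.06 and 1.14 and Nqo1 by 1.65, 1.04 and 1.01 in RBPMS, RBFOX2 and QKI knockdown, with adjusted p of at most 3.80e-04. Cyp1b1, the most abundant of the list at 1777 ± 109 CPM (SD, n = 3) in control, did not rise, with log2 fold changes of −0.02, −0.33 and −2.29. Ugt1a6, at 0.121 CPM in control, was higher in RBFOX2 and QKI knockdown (adjusted p 0.00243 and 0.0106) and not significantly so in RBPMS knockdown (0.238), while Gstt1 changed by −0.40, 0.33 and 0.03 and Lrat by −0.85, −0.15 and 0.51. The camera test of the 7 genes gave p of 0.438, 0.311 and 0.503, the smallest being 0.311, so members that went both ways left the hypothesis undecided. The list was written after Cyp1a1 and Aldh3a1 had been seen to rise, and these 2 genes were left out of the test. An effect of the control siRNA would leave the knockdowns alike. In the direct comparison, Aldh3a1 was higher by a log2 fold change of 1.29 in RBFOX2 than in QKI knockdown (adjusted p 3.29e-09), and Cyp1a1 was lower by 4.49 (adjusted p 2.80e-12). Between RBPMS and RBFOX2 knockdown Aldh3a1 did not differ (direct comparison, adjusted p 0.9997), while Cyp1a1 was higher in RBPMS knockdown by 2.69. The unequal values argue against such an effect for the differences between knockdowns. For the part of the rise that the 3 knockdowns share, such an effect remains open as for the 519. The smallest fitted rise of the 2 genes was 2.75 on the log2 scale (Cyp1a1 in RBFOX2 knockdown, SE 0.33). That value ran from 2.29 to 3.88 in fits that left out 1 library.

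Itgb1, an abundant gene, was at 335 ± 6.99 CPM in RBFOX2 knockdown against 2147 ± 28.3 CPM in control, a larger fall than that of Rbfox2 itself, and Sspn fell in RBFOX2 and QKI knockdown but little in RBPMS knockdown. Whether these falls follow from the loss of the protein or from the siRNA acting on other transcripts was not tested.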
